A study of Branchiostoma belcheri with 3 samples.

How the data were processed

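Small RNA of 3 organs of the amphioxus Branchiostoma belcheri, a marine invertebrate chordate, was measured on 3 microarrays, 1 for the gill, 1 for the intestine and 1 for the hepatic caecum, a pouch of the gut. Per the labels' protocols, each RNA sample was a pool from 5 adults, the RNA below 300 nt was kept, given a poly(A) tail and a ligated tag, and stained with Cy3. Each tissue was thus represented by 1 sample, and array and tissue cannot be separated.

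Per the file headers, the deposited scanner files give the median density of each spot, which is an intensity on a linear scale, for 3968 spots in 128 rows and 31 columns. The top of the scanner range was 65535, reached by 2 spots on the gill array and by none on the other arrays. Background had not been subtracted in these files, since the 304 spots without a probe had median densities of 107 on the gill array and 112 on the intestine array. The array held 1686 miRNA probes with 2 spots each, 268 spike-in spots and 24 spots of 5S rRNA probes. The deposited series table gives processed intensity values of the same arrays, 1 per probe, and the authors' background correction and scaling behind it are not stated. Its medians over the miRNA probes were 6.88 for gill, 5.33 for intestine and 5.41 for hepatic caecum. Set against blank-subtracted scanner densities over 500, its values were a median of 0.427 times as large for gill, 1.79 times for intestine and 1.97 times for hepatic caecum under its deposited names, which the table follows, and the ratios were not constant within a column. From the 5th to the 95th percentile they ran from 0.359 to 0.601, from 1.13 to 2.79 and from 1.14 to 4.49, and their Spearman rho with density was 0.262, -0.597 and 0.406, so the columns do not differ by 1 factor each. No column of sample values was left unmapped (0 columns).

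Under the probe names deposited with it, the hepatic caecum array had bright spots where no probe was printed and dark spots where spike-ins were. All 15872 placements of each array's grid against its names were therefore searched, as 4 orientations with every shift of rows and columns. Control spots alone were correlated on the log2 scale, those of gill and intestine with each other and those of hepatic caecum with the other arrays. For gill and intestine the grid as deposited ranked first (r = 0.992), which is 1 correlation shared by these arrays and not a separate check of each. For hepatic caecum the grid turned by 180 degrees ranked first (r = 0.977), followed by the grid with its rows mirrored (r = 0.970), and the grid as deposited had r = 0.261. The miRNA spots had no part in that search, and their correlation with the mean of the other arrays was 0.870 in the turned placement, -0.01 with the rows mirrored and 0.01 as deposited. Values of the hepatic caecum are given in the turned placement unless the deposited names or the deposited table are mentioned. This choice was made after the data had been seen, and values under the deposited names are given as an alternative.

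Scanner densities were corrected with the normexp method at an offset of 50 and converted to log2, the 2 spots of a probe were averaged, and the 3 arrays were quantile-normalized, with limma 3.58.1 in R 4.3.3. Control spots entered the background fit and were then left out. A probe was detected on an array when its mean density exceeded the mean of the blank spots by more than 3 SDs of these spots. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A difference was counted when it was at least 2-fold, a log2 difference of 1 or more, among probes detected in both tissues of a pair. For a probe detected in 1 tissue of a pair only a lower bound was given, taken as its normalized level against the higher of its own level in the other tissue and the lowest level of any detected probe there. With 1 sample per tissue no test between tissues was possible. The errors given for densities of a probe are SDs of its 2 spots on 1 array. That of a log2 difference is the root of the summed squares of the log2 spot SDs of its 2 arrays, before normalization between arrays. The main differences are after that normalization, so counts of calls beyond 2 SDs are approximate. These are technical errors within arrays and cover neither animals nor arrays. The number of arrays limits the precision.

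The rules for detection, differences and named miRNAs, and the main normalization, were fixed before the data were examined. Named were, for each pair of tissues, the 3 miRNAs with the largest positive and the 3 with the largest negative log2 difference among probes detected in both, and the 2 per direction with the largest bound among probes detected in 1. Probes with the same name apart from the species prefix, or with the same sequence, counted as 1. Probes of 24 preset families were summarised by family, namely miR-1, miR-133, miR-124, miR-9, miR-183, miR-96, miR-182, miR-263, miR-200, miR-141, miR-375, miR-216, miR-217, miR-192, miR-194, miR-122, miR-34, miR-449, miR-31, miR-22, miR-7, miR-10, miR-92 and let-7. They were chosen for known expression in muscle, nerve, sensory, epithelial, digestive, liver or ciliated cells of other animals. The number in the probe name set the family. Probes are named as in the files, with a prefix for the species of the sequence: bbe for B. belcheri, bfl for B. floridae, cin for Ciona intestinalis, csa for Ciona savignyi, odi for Oikopleura dioica, sko for Saccoglossus kowalevskii, spu for the sea urchin Strongylocentrotus purpuratus, pma for the lamprey Petromyzon marinus, dre for zebrafish and xtr and xbo for Xenopus species. The gene table used here holds no miRNA genes, so no genome positions are given.

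Alternatives covered the background correction (none, or an offset of 16), the scaling between arrays (none, cyclic loess, and centring on the median of shared probes, on the 75th percentile or on 5S rRNA), the filter on dim probes, the repeat spots, the fold (1.5 and 4), the rule of detection and the deposited series table. Centring on 14 perfect-match spike-ins, a detection threshold from the median and median absolute deviation of the blank spots, and the deposited names of the hepatic caecum were added after the data had been seen. Centring on 5S rRNA rested on 3 probes with zebrafish names, dre-5S-b1, dre-5S-b3 and dre-5S-b4. Their ratios of gill to hepatic caecum signal were 0.247, 0.244 and 0.833, so they did not give 1 factor. The processing was tested on simulated data for intestine against gill, with 1686 probes of which 200 were changed. Of the changed probes, 155 were detected in both simulated tissues and 85.8% of these were called in the right direction. Of 198 unchanged probes detected in both, 0% were called. All simulated arrays had the gill profile apart from the changed probes, and the spread of the gill's repeat spots (log2 SD of 0.139). Bright blank spots and the larger spot spread of the other arrays were not simulated. These rates are therefore not error rates of the calls below. The search of placements put 8 of 8 simulated grids back exactly.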

Results

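The series was made to profile miRNAs in 3 organs of B. belcheri. One array per organ was available for gill, intestine and hepatic caecum, and none of the differences below has a replicate check. Of the 1686 miRNA probes, 93 carried B. belcheri sequences, 167 carried sequences of the related amphioxus B. floridae, and 1426 carried sequences of other chordates, hemichordates and echinoderms. The probes fell into 667 families by number.

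The blank spots set the background of each array. Their mean density was 107 ± 10.6 (SD of 304 spots) on the gill array, 115 ± 34.9 on the intestine array and 185 ± 144 on the hepatic caecum array, which gave detection thresholds of 139, 220 and 618. The hepatic caecum values rest on the grid turned by 180 degrees. Under the deposited names the mean of the blank spots on that array was 1761 ± 6819, and 39 blank spots exceeded a density of 1000, against 0 on the gill and intestine arrays together. In the turned placement the number fell to 2. The 16 spots of the perfect-match spike-in a2-PUC2PM-20B then had a mean density of 41184 ± 5376 on the hepatic caecum array, beside 33897 ± 1597 on the gill array and 25314 ± 1361 on the intestine array. Under the deposited names the same spike-in had 22960 ± 23621. The log2 densities of the 2 spots of a probe correlated across probes with r = 0.995 on the gill array, 0.975 on the intestine array and 0.936 on the hepatic caecum array.

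**Figure D1:**
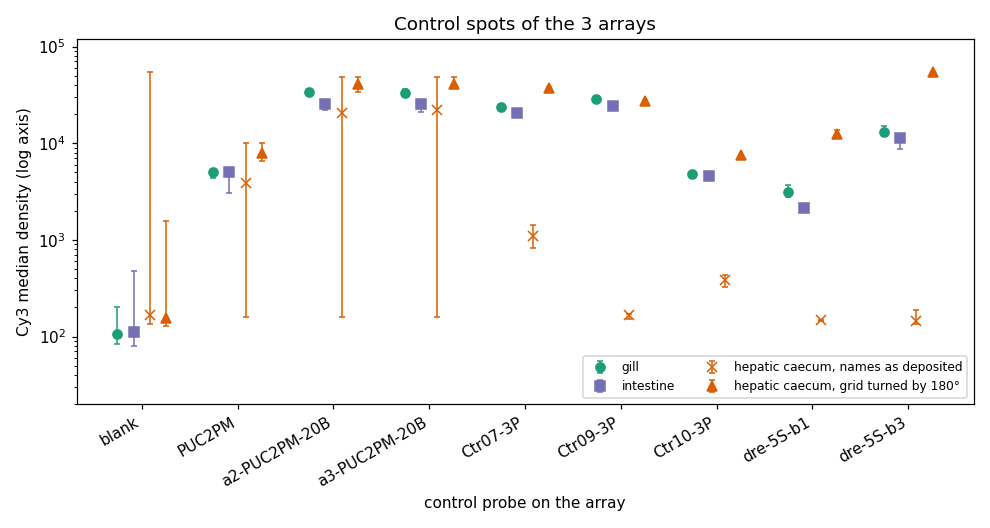
Median Cy3 density (log axis) of the blank spots and of 8 control probes on each array, with bars from the dimmest to the brightest spot. The hepatic caecum array is drawn under the deposited names (crosses) and with its grid turned by 180 degrees (triangles). Its blank spots reached 55103 under the deposited names and at most 1549 in the turned placement, where the Ctr07-3P spots rose from a mean of 1105 to 37546.

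The first comparison was of how many miRNAs each organ showed. On the gill array 455 probes (27.0%) of 176 families were detected, on the intestine array 201 probes (11.9%) of 71 families, and on the hepatic caecum array 121 probes (7.18%) of 46 families. Among the rules of detection in the turned placement, the hepatic caecum count moved most with the threshold set from the median of the blank spots, where the counts were 476, 321 and 320, so the gap between intestine and hepatic caecum depended on the rule. Gill had the most under every rule tried in that placement. Under the deposited names 4 probes were detected on the hepatic caecum array. Probes with amphioxus sequences were detected more often than the rest. Of the 260 amphioxus probes, 161 (61.9%) were detected on the gill array, 82 (31.5%) on the intestine array and 51 (19.6%) on the hepatic caecum array, whereas of the 1426 other probes 20.6%, 8.35% and 4.91% were.

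Sharing between tissues was counted next. In all 3 tissues 116 probes were detected, in 2 tissues 82 and in 1 tissue 265, and 1223 were detected in none. Of the probes seen in 1 tissue, 257 were seen in gill only. The thresholds of the other arrays were higher, and of these 257 probes 123 had a gill density above the intestine threshold and 49 above that of the hepatic caecum, so absence of the rest elsewhere cannot be read from these counts. The 4 probes seen in intestine only were bbe-miR-4857-3p, bfl-miR-4864-5p, cin-miR-4149-5p and pma-miR-4590, and the 4 seen in hepatic caecum only were bfl-miR-4868a, bfl-miR-4868b, pma-miR-193 and pma-miR-196b. These lists were made after their values had been seen. They hold for single probes, since others of the same number did not all follow. The probe bbe-miR-4864-5p, with nearly the same target as bfl-miR-4864-5p, was also detected in gill, at a density of 146 just above the threshold. The probes bbe-miR-193b-3p and bfl-miR-193b were detected in gill and not in hepatic caecum. Of the 82 probes shared by 2 tissues, 81 were shared by intestine and gill, 1 by hepatic caecum and gill, and 0 by hepatic caecum and intestine alone.

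The profiles were compared over the 463 probes detected in at least 1 tissue. After normalization, Pearson's r was 0.892 ± 0.014 (bootstrap SD over probes) between hepatic caecum and intestine, 0.775 ± 0.023 between intestine and gill and 0.759 ± 0.027 between hepatic caecum and gill. Spearman's rho was 0.824, 0.733 and 0.753 for the same pairs. These are correlations across probes, and probes of one family are not independent. Before normalization r was 0.899, 0.764 and 0.746. Over only the probes detected on all arrays it was 0.794, 0.502 and 0.436. By Pearson's r the hepatic caecum and the intestine were the most similar pair in these settings and on the linear scale. Over all 1686 probes, most of them not detected, their Spearman's rho was the lowest of the pairs, at 0.429 beside 0.605 for intestine and gill and 0.551 for hepatic caecum and gill. With the deposited names of the hepatic caecum, its r was -0.04 with intestine and -0.05 with gill.

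Intestine, part of the digestive tract, was then compared with gill, the organ of filter feeding. Among 197 probes detected in both, 78 were at least 2-fold higher in intestine, 43 were at least 2-fold lower and 76 differed less. Of these 121 calls, 114 exceeded 2 times the SD from the repeat spots, which was taken before normalization between arrays. The split depended on the scaling between arrays and on the filter. With a signal over 500 in 1 tissue of the pair, 52 probes were higher and 77 lower. The median log2 difference of the 197 probes was 0.45 after quantile normalization and -1.62 without normalization between arrays, where 19 probes were higher and 122 lower. Centring on 5S rRNA gave 32 higher and 98 lower, centring on spike-ins 21 and 115, and centring on the 75th percentile 27 and 111. Cyclic loess gave 79 and 43, and centring on the median of shared probes 91 and 45. Differences are therefore also given relative to the median of the probes detected in both tissues. Under all 6 other scalings, 19 of the 78 higher calls and 40 of the 43 lower calls were still made in their direction, and 8 of these 19 were miR-31 probes and 23 of these 40 miR-92 probes.

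**Figure D2:**
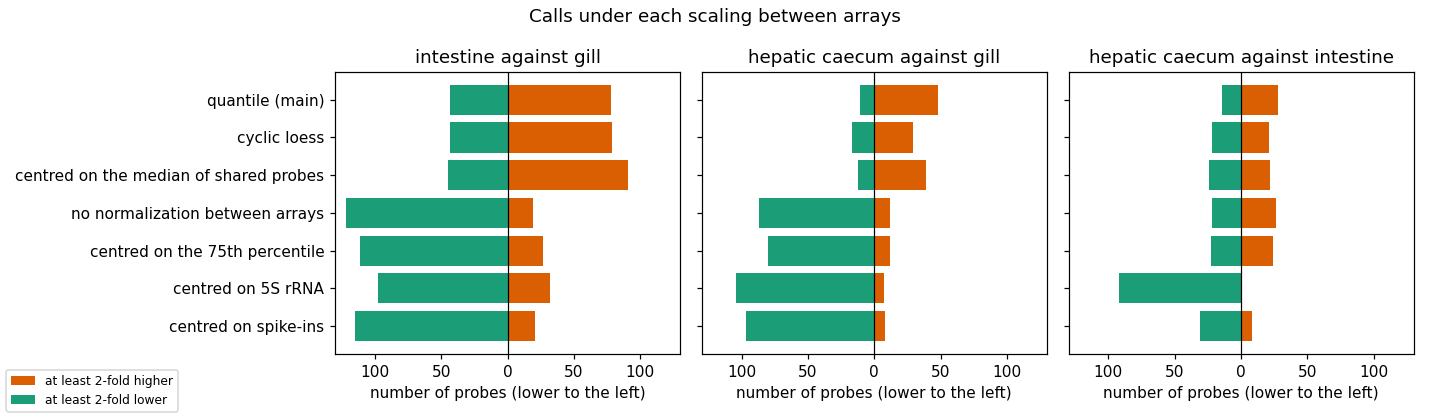
Number of probes at least 2-fold higher (bars to the right) and at least 2-fold lower (bars to the left) in each pair of tissues under 7 ways of scaling the arrays. In intestine against gill the main scaling gave 78 higher and 43 lower, and no normalization between arrays gave 19 and 122.

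The largest differences in favour of intestine were those of miR-31. The probe csa-miR-31 (target UGGCAAGAUGUUGGCAUAGCU) had densities of 958 ± 129 in gill and 10018 ± 713 in intestine (SD of 2 spots), a log2 difference of 5.42 ± 0.23, or 4.96 relative to the median. The probes of the same name from 5 other species also differed. For xtr-miR-31a the difference was 5.38 ± 0.06 and for bfl-miR-31-5p (UGGCAAGAUGUUGGCAUAGCUGU) it was 5.36 ± 0.15. Without normalization between arrays these differences were 3.44, 3.33 and 3.42. The largest differences in favour of gill were those of miR-92. The probe cin-miR-92c-3p (UAUUGCACUCGUCCCGGUCUAU) had 34817 ± 560 in gill and 365 ± 45.5 in intestine, a log2 difference of -4.27 ± 0.19. The B. belcheri probe of the same name, bbe-miR-92c-3p (UAUUGCACUUGUCCCGGCUCG), had densities of 41268 and 2129 and a smaller difference of -1.98. For sko-miR-92b the difference was -3.89 ± 1.73 and for bfl-miR-92b-3p it was -3.87 ± 1.58, and the large errors came from intestine spots that disagreed, at 1161 ± 1111 and 1058 ± 952. Within each family the probes named here differ from each other at few bases and can bind the same miRNA, so they are not separate measurements.

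Detection in only 1 tissue of the pair was counted for 4 probes in intestine and 258 in gill. The bound was at least 2-fold for 4 of the first and 23 of the second. In intestine, bfl-miR-4864-5p was after quantile normalization at least 8.76-fold higher (532 ± 9.1 against 138 ± 0.5 in gill, just below its threshold) and bbe-miR-4857-3p at least 3.91-fold higher. In gill, sko-miR-281 was at least 19.1-fold higher (17646 ± 184 against 110 ± 9.1 in intestine) and dre-miR-184 at least 18.4-fold higher (17562 ± 828 against 150 ± 8.7). These bounds depended on the processing. The lowest under the 10 alternatives that keep the turned grid were 4.82 and 2.03 for the intestine probes, both without normalization between arrays, and 15.2 and 14.6 for the gill probes, both without background correction.

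**Figure D3:**
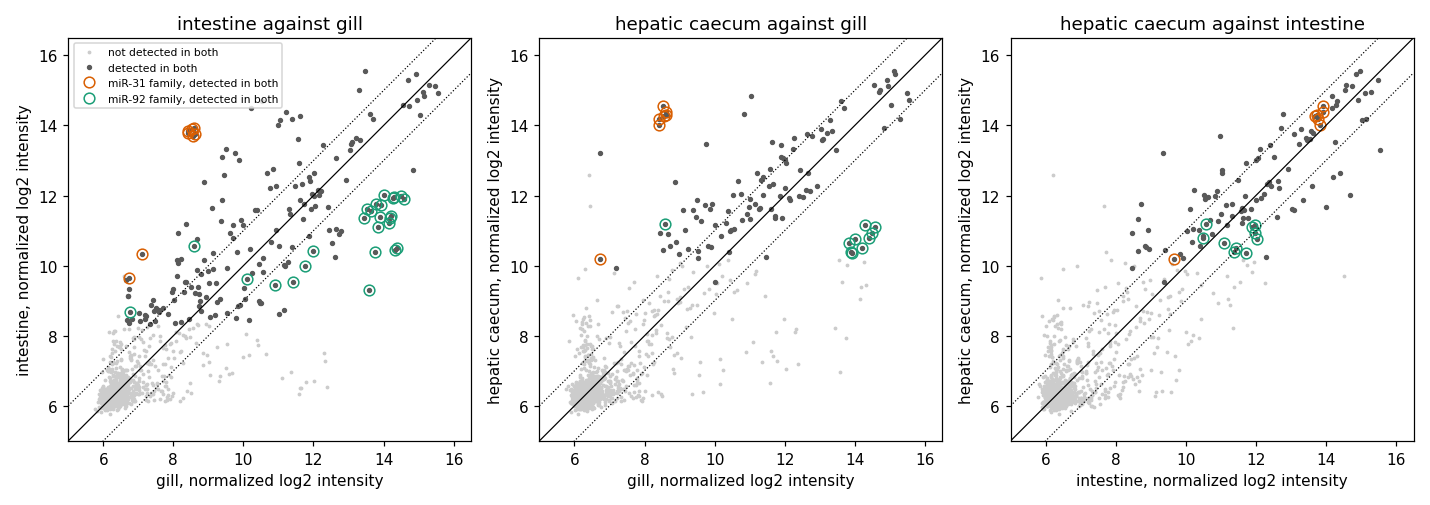
Normalized log2 intensity of each miRNA probe in 1 tissue against another, with a panel per pair. Grey points are probes not detected in both, dark points probes detected in both, circles the miR-31 and miR-92 families, the solid line equal levels and the dotted lines 2-fold differences. The miR-31 probes lay above the lines and most miR-92 probes below them in both comparisons with gill.

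Hepatic caecum was compared with gill in the same way. Among 117 probes detected in both, 48 were at least 2-fold higher in hepatic caecum, 11 were lower and 58 differed less, and 54 of these 59 calls exceeded 2 times the SD from the repeat spots. The median log2 difference was 0.70, and without normalization between arrays it was -1.77, with 12 probes higher and 87 lower. Cyclic loess gave 29 higher and 17 lower, and centring on the median of shared probes 39 and 12. Centring on 5S rRNA gave 7 and 104, on spike-ins 8 and 97 and on the 75th percentile 12 and 80. The split also depended on the filter at the main scaling. It was 66 and 50 with the threshold from the median of the blank spots and 114 and 86 over all miRNA probes. With a signal over 500 in 1 tissue of the pair it was 54 and 63. Under all 6 other scalings, 7 of the 48 higher calls held, namely 6 miR-31 probes and bfl-miR-4870, and 10 of the 11 lower calls, of which 9 were miR-92 probes.

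The largest difference was that of bfl-miR-4870 (GAUGUUUGUACUGUCUGUCUGUU), at 159 ± 33.1 in gill, just above its threshold, and 5453 ± 2317 in hepatic caecum, a log2 difference of 6.50 ± 0.75. It was followed by xtr-miR-31a at 6.03 ± 0.07 and spu-miR-31 at 5.79 ± 0.16. Relative to the median of the pair these differences were 5.80, 5.33 and 5.10. The largest differences in favour of gill were those of sko-miR-92c at -3.69 ± 0.30, sko-miR-92b at -3.61 ± 0.27 and dre-miR-92a at -3.59 ± 0.62. In gill alone of this pair 338 probes were detected, and in hepatic caecum alone 4. Of the 4, bfl-miR-4868a was after quantile normalization at least 64.8-fold higher in hepatic caecum, at 3325 ± 353 against 120 ± 0.5 in gill, and bfl-miR-4868b at least 35.0-fold higher, although its 2 hepatic caecum spots disagreed (3348 ± 3964). In gill, bfl-miR-92b-3p was at least 27.4-fold and xbo-miR-92a at least 24.9-fold higher. With 5S rRNA the bounds of the miR-4868 probes fell to 11.4 and 5.88, and the lowest for the miR-92 probes were 20.1 and 19.2, after centring on the median of shared probes.

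The third comparison set hepatic caecum against intestine, both parts of the digestive tract. Among 116 probes detected in both, 28 were at least 2-fold higher in hepatic caecum, 14 were lower and 74 differed less, and 35 of these 42 calls exceeded 2 times the SD from the repeat spots. The median log2 difference was 0.32. With a signal over 500 in 1 tissue of the pair, 27 probes were higher and 34 lower. The split was 26 higher and 22 lower without normalization between arrays, 24 and 23 after centring on the 75th percentile, 22 and 24 after centring on the median of shared probes, 21 and 22 with cyclic loess, 8 and 31 with spike-ins and 1 and 92 with 5S rRNA. The 5S rRNA scaling rested on only 3 probes. Under all 6 other scalings 1 of the 28 higher calls held, bfl-miR-4870, as did 14 of the 14 lower calls.

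For bfl-miR-4870 the difference from intestine was 3.87 ± 1.32. It was 3.05 ± 0.08 for cin-miR-4020b-5p, which was 8.26-fold higher at 1844 ± 88.3 against 266 ± 6.7 but fell to 0.78 when arrays were centred on 5S rRNA. For dre-miR-22b it was 2.71 ± 3.34, which did not exceed its own error. Lower in hepatic caecum were dre-miR-10c (UACCCUGUAGAUCCGGAUUUGU), at 2356 ± 238 against 24943 ± 173 in intestine with a difference of -2.66 ± 0.15, dre-miR-10b at -2.33 ± 0.73 and bfl-miR-2070-5p at -2.26 ± 0.98. Of the 5 probes detected in hepatic caecum and not in intestine, bfl-miR-4868a was at least 22.3-fold and bfl-miR-4868b at least 12.0-fold higher after quantile normalization, and 4.26-fold and 2.21-fold with 5S rRNA. The others, listed after their values had been seen, were cin-let-7d-5p, pma-miR-193 and pma-miR-196b. Of the 85 detected in intestine and not in hepatic caecum, bfl-miR-10c was at least 27.9-fold higher in intestine (22909 ± 266 against 540 ± 86.8) and cin-miR-125-5p at least 6.61-fold, with lowest bounds of 24.0 without background correction and 3.47 from the first repeat spots.

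The preset families were examined whatever their values. Of the 24, 1 (miR-263) had no probe on the array and 3 (miR-192, miR-194 and miR-122) were detected in no tissue. The miR-133, miR-124, miR-183, miR-96, miR-182 and miR-449 families passed the threshold on the gill array only, with 7, 2, 4, 3, 3 and 1 probes. Of these 20 probes, 5 had a gill density above the intestine threshold, namely 3 of miR-183 and 2 of miR-96, and 0 above that of the hepatic caecum. At an equal density, before any scaling between arrays, these 5 would have passed in intestine and did not. For the other probes, and for all in hepatic caecum, equal densities would have gone undetected. No specificity of these families to gill follows. All 8 detected miR-31 probes were at least 2-fold higher in intestine than in gill, with a median log2 difference of 5.23, and 7 of 7 were higher in hepatic caecum than in gill, with a median of 5.72. Between hepatic caecum and intestine 0 of 7 differed 2-fold, in the main scaling and all others but 5S rRNA, with which 7 of 7 were at least 2-fold lower in hepatic caecum. Of the 26 miR-92 probes detected in both intestine and gill 23 were lower in intestine and 2 higher, with a median of -2.26, and of 10 in hepatic caecum and gill 9 were lower and 1 higher, with a median of -3.49. The miR-10 family was higher in intestine than in gill for 9 of 10 probes, with a median of 2.81, and lower in hepatic caecum than in intestine for 4 of 5, with a median of -1.75. These medians kept their sign under all 6 other scalings, although that of miR-10 in intestine against gill was 0.46 without normalization between arrays.

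Other family medians changed sign with the scaling, although several kept it relative to the median of the pair, as given below with the alternatives. In hepatic caecum against gill the miR-10 median was 1.15 and became -1.48 without normalization between arrays. In intestine against gill the miR-375 median was 1.28 and became -0.16, and the miR-34 median was 1.17 and became -1.41. The miR-1 probes, 4 of which were at least 2-fold higher in intestine than in gill with a median of 1.96, had nearly equal densities in both, such as 633 in gill and 717 in intestine for dre-miR-1. In intestine the miR-141 and miR-217 medians were below gill by log2 differences of -1.10 and -1.82, and that of miR-7 by -1.13, under the main and every other scaling. In hepatic caecum the miR-200, miR-141 and miR-217 medians exceeded intestine by 1.21, 1.33 and 1.32, and each fell below it when arrays were centred on 5S rRNA. The miR-9 family rested on 1 probe in hepatic caecum, sko-miR-9, with log2 differences of 2.48 from gill and 2.46 from intestine that both turned negative with 5S rRNA, the first also without normalization between arrays at -0.26. The miR-375 family rested on 1 probe there as well. The let-7 family had 2 of 15 probes at least 2-fold higher in intestine than in gill and 2 of 12 higher in hepatic caecum than in gill, and its medians were 0.16 and 0.34 after quantile normalization. Under the 10 alternatives that keep the turned grid these ranged from -1.21 to 1.22 and from -2.71 to 1.01. The miR-22 and miR-216 medians were within 1 of 0 in all pairs after quantile normalization, but in hepatic caecum against gill they were -3.06 and -4.56 with 5S rRNA.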

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

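The tests of this part were all chosen after the brightness of the blank spots had been seen.

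Spots without a probe carry no measurement of the study, yet on the hepatic caecum array, under the names deposited with it, their mean density was 1760.6, far above the 107 of the gill array and the 115 of the intestine array. A candidate explanation is that the grid of this array was read turned by 180 degrees against its list of names. The control spots pointed to that placement, and the miRNA spots, which had no part in finding it, correlated there with the mean of the other arrays at r = 0.870, while they had r = 0.01 as deposited. Several other explanations were excluded. High background or smears would have left many blank spots bright in the turned reading, but only 2 of 304 exceeded 1000 there. Spike-ins left out of this hybridisation would have stayed dark everywhere, but the a2-PUC2PM-20B spots had a mean density of 41184 in the turned reading. If the grids of gill and intestine had been turned instead, their blank spots would be bright, and 0 exceeded 1000. A different miRNA content of the tissue, with the names right, would not have brought the miRNA spots to r = 0.870 in another placement. The turned grid was found and tested on the same arrays and stays a hypothesis about how the names were assigned. Whether it arose in scanning, in gridding or in preparing the file could not be tested.

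The hepatic caecum column of the deposited series table followed the scanner values by deposited name, with a Spearman rho of 0.927 across probes, and by turned name with 0.163. It may therefore carry the names of the unturned grid. In that column 131 probes exceeded 500 and were at least 2-fold above both other tissues, and of these 3 were detected on the hepatic caecum array in the turned reading and 0 were at least 2-fold above both other tissues. In the turned reading 15 probes were detected in hepatic caecum and at least 2-fold above both other tissues.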

How the results depend on the processing

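The deposited names of the hepatic caecum, centring on spike-ins and the threshold from the median of the blank spots were chosen after the data had been seen, and the other alternatives before. Of the counts and correlations, 77 values stayed within 1.5 times the main count or within 1 SD of the main correlation, 75 moved further and 2 reversed. The median in place of the mean of 2 spots gives the same value, and a block for slide or scan and leaving out a replicate were not possible with 1 array per tissue. No paired analysis was possible because each tissue had 1 sample. Unless a cause is named, the cause was not tested.

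Background correction, an offset of 16, single repeat spots and a fold of 1.5 left all counts of calls within 1.5 times. The scalings mattered more. Centring adds 1 constant to every difference of a pair, which by construction moves the split. Without normalization between arrays the medians of intestine against gill, hepatic caecum against gill and hepatic caecum against intestine moved by -2.07, -2.47 and -0.38. Intestine against gill then had 19 higher and 122 lower, hepatic caecum against gill 12 and 87, and hepatic caecum against intestine 22 lower. The 75th percentile moved the medians by -1.78, -2.23 and -0.44 and gave 27 and 111, 12 and 80, and 23 lower. Centring on 5S rRNA moved them by -1.43, -3.90 and -2.46 and gave 32 and 98, 7 and 104, and 1 and 92. Spike-ins moved them by -1.94, -2.83 and -0.87 and gave 21 and 115, 8 and 97, and 8 and 31. The median of shared probes moved them by 0.35, -0.18 and -0.52 and gave 24 lower in the last pair. Cyclic loess moved them by -0.07, -0.44 and -0.37 and gave 29 and 17 in hepatic caecum against gill and 22 lower in the last pair.

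Filters changed which probes were counted. With all miRNA probes, 102 were lower in intestine than in gill, 114 higher and 86 lower in hepatic caecum than in gill, and 98 and 101 in hepatic caecum against intestine. With only the probes detected on all arrays, fewer probes were compared and 40 were higher and 22 lower in intestine than in gill. A signal over 500 in 1 tissue of the pair gave 52 higher and 77 lower in intestine against gill. It gave 54 and 63 in hepatic caecum against gill, and 27 and 34 in hepatic caecum against intestine. Lower calls thus outnumbered higher calls in each pair, opposite to the main counts. The threshold from the median of the blank spots gave 66 higher and 50 lower in hepatic caecum against gill, and 42 and 48 against intestine. A fold of 4 left 33 and 21 in intestine against gill, 20 higher in hepatic caecum against gill, and 6 and 4 in the last pair.

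The number of detected probes depended on the rule. The 95th percentile of the blank spots gave 338 in intestine and 199 in hepatic caecum. A fixed signal of 32 gave 305 and 288, with 217 in all tissues. A fixed signal of 500 gave 218 in gill and 128 in intestine, with 93 in 1 tissue. The threshold from the median of the blank spots gave 321 in intestine and 320 in hepatic caecum, with 232 in all tissues. Signal over background limits what can be detected most on the hepatic caecum array, where the SD of the blank spots was 144 and 2 of them exceeded 1000.

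The correlations of intestine with gill, hepatic caecum with gill and hepatic caecum with intestine were 0.861, 0.838 and 0.909 over all miRNA probes, 0.502, 0.436 and 0.794 over the probes detected on all arrays, and 0.682, 0.694 and 0.842 on the linear scale.

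The names of the hepatic caecum changed most results that rest on its array. Under the deposited names 4 probes were detected there, 0 in all tissues, 1 was higher and 0 were lower than in gill, and 0 were higher and 0 lower than in intestine, since 1 probe and 0 probes were detected in both. The correlations were -0.049 with gill and -0.035 with intestine. In the deposited series table they were 0.006 and 0.004. Over the 117 and 116 probes detected in both tissues in the turned reading, 3 were higher and 107 lower there than in gill, and 3 and 107 than in intestine. The turned reading picked these probes, so a fall under other names follows in part from the choice and tests neither naming. The 6 named differences in which the hepatic caecum was higher, picked as the largest in the turned reading, also reversed under both. Against gill they were -0.45 in the series table and -0.52 under the deposited names for bfl-miR-4870, -2.20 and -1.98 for xtr-miR-31a, and -3.34 and -2.32 for spu-miR-31. Against intestine they were -3.39 and -3.09 for bfl-miR-4870, -2.93 and -2.65 for cin-miR-4020b-5p, and -7.22 and -4.66 for dre-miR-22b. Family medians against gill were -3.16 and -2.13 for miR-9, -1.08 and -0.84 for miR-375, -1.78 and -1.67 for miR-31, and -4.96 and -4.41 for miR-10. Against intestine they were -2.62 and -2.14 for miR-9, -5.70 and -5.39 for miR-200, -5.23 and -4.32 for miR-141, -2.37 and -2.11 for miR-375, and -4.07 and -4.15 for miR-217.

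All 18 named differences between tissues kept their direction under the 10 alternatives that keep the turned grid, and so did the bounds, although 82 of 120 bound values moved by more than 1 SD of the repeat spots. The bound of bfl-miR-4868a in hepatic caecum against gill ran from 11.4-fold with 5S rRNA to 150-fold, and that of bbe-miR-4857-3p in intestine against gill from 2.03-fold without normalization between arrays to 10.9-fold. The range was 3.44 to 5.87 for csa-miR-31 and -6.67 to -4.03 for cin-miR-92c-3p in intestine against gill, 3.94 to 7.93 for bfl-miR-4870 against gill, and 0.36 to 4.31 for dre-miR-22b. Relative to the median of the pair, csa-miR-31 ranged only from 4.62 to 5.16, but other ranges stayed wide. For sko-miR-92b in intestine against gill the relative range was -5.51 to -2.87. It was 5.33 to 7.68 for bfl-miR-4870 against gill and 0.325 to 4.02 for dre-miR-22b in hepatic caecum against intestine. Of the family medians, some reversed with the scaling. In hepatic caecum against gill, miR-9 was -0.26 without normalization between arrays, -0.019 with the 75th percentile, -1.69 with 5S rRNA and -0.61 with spike-ins, and miR-10 was -1.48, -1.24, -2.91 and -1.83. With 5S rRNA miR-375 was -0.16 there. In intestine against gill, miR-34 was -1.41, -1.11, -0.76 and -1.28 in the same settings, and miR-375 was -0.16 without normalization and -0.032 with spike-ins. In hepatic caecum against intestine with 5S rRNA, miR-9 was -0.12, miR-200 -0.82, miR-141 -1.001, miR-375 -0.83 and miR-217 -0.86. The miR-375 median there, which rests on 1 probe, was -0.52 from the first repeat spots alone. Centring moves a family and the median of its pair alike. Relative to that median, miR-9 in hepatic caecum against gill ran from 0.78 to 2.18 over the 10 alternatives, and miR-10 from 0.0 to 0.46. In intestine against gill miR-34 ran from 0.21 to 0.82 and miR-375 from 0.68 to 1.46. In hepatic caecum against intestine miR-200, miR-141 and miR-217 were at least 0.76, 0.87 and 0.915, but miR-375 ran from -0.81 to 2.95. The let-7 median took both signs in all pairs, and miR-22 in hepatic caecum against gill.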

Other observations

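The tests of the gill's larger number of probes were chosen after that number had been seen. Those of base composition, of near-identical probes and of miRNA arms were chosen before their results were seen.

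More probes were detected on the gill array than on the others. A lower threshold on that array was tested as the whole cause by asking 1 background-corrected signal of 500 of all arrays, and gill still had the most probes, at 218 against 128 for intestine and 109 for hepatic caecum. The ratio was smaller than at each array's own threshold, so part of the difference may come from the thresholds. A brighter gill array was argued against as the whole cause by the perfect-match spike-ins. Divided by its spike-in ratio to the other array, gill had 213 probes over that signal against the 128 of intestine and 230 against the 109 of hepatic caecum. More RNA on the gill array was tested with the 4 probes of 5S rRNA above the threshold on at least 1 array. Against intestine 4 were brighter on gill, with ratios from 1.24 to 2.15. Divided by the highest of these, gill kept 180 probes against the 128 of intestine, which argues against more RNA as the whole cause for that pair if 5S rRNA and miRNA rose alike. Part of the lead may come from it. Against hepatic caecum 1 of the 4 was brighter on gill, dre-5S-b2, which lay below the hepatic caecum threshold and gives only a bound, and the others had ratios from 0.244 to 0.833. More RNA on the gill array than on the hepatic caecum array therefore stays open. Weaker discrimination of mismatched targets on the gill array stays open. In 18 of 23 pairs of mismatch and perfect-match spike-ins the relative mismatch signal was highest on gill, with medians of 10.3% on gill, 5.48% on intestine and 9.22% on hepatic caecum, which could add cross-hybridised probes to the gill's count. A larger number of miRNAs expressed in gill was not tested apart from these and stays open.

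Base composition was tested as a cause of the differences between tissues. Across probes, Spearman's rho of the log2 difference with the GC content of the target was -0.032 over 197 probes for intestine against gill and 0.067 over 117 probes for hepatic caecum against gill, within the bound of 0.3 set beforehand. Probes are not independent replicates.

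Probes of 1 family taken from different species differed alike between tissues. In intestine against gill, 210 pairs of probes whose targets differed at 2 or fewer bases had a median gap of 0.41 between their log2 differences. The gap was 0.99 over 396 less similar pairs of 1 family and 1.82 over random pairs from different families. In hepatic caecum against gill the near-identical and the less similar pairs lay closer, at 0.30 and 0.38. Binding of 1 amphioxus miRNA to several near-identical probes is a candidate explanation, and counts of probes may then exceed the number of miRNAs that differ.

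Whether the 5p and 3p arms of 1 precursor change together could not be tested, because 5 precursors had both arms detected in intestine and gill, fewer than the 6 needed for a correlation.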
